# Microarray analysis of expression of cell death-associated genes in rat spinal cord cells exposed to cyclic tensile stresses in vitro

**DOI:** 10.1186/1471-2202-11-84

**Published:** 2010-07-22

**Authors:** Kenzo Uchida, Hideaki Nakajima, Takayuki Hirai, Takafumi Yayama, Ke-Bing Chen, Shigeru Kobayashi, Sally Roberts, William E Johnson, Hisatoshi Baba

## Abstract

**Background:**

The application of mechanical insults to the spinal cord results in profound cellular and molecular changes, including the induction of neuronal cell death and altered gene expression profiles. Previous studies have described alterations in gene expression following spinal cord injury, but the specificity of this response to mechanical stimuli is difficult to investigate in vivo. Therefore, we have investigated the effect of cyclic tensile stresses on cultured spinal cord cells from E15 Sprague-Dawley rats, using the FX3000^® ^Flexercell Strain Unit. We examined cell morphology and viability over a 72 hour time course. Microarray analysis of gene expression was performed using the Affymetrix GeneChip System^®^, where categorization of identified genes was performed using the Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) systems. Changes in expression of 12 genes were validated with quantitative real-time reverse transcription polymerase chain reaction (RT-PCR).

**Results:**

The application of cyclic tensile stress reduced the viability of cultured spinal cord cells significantly in a dose- and time-dependent manner. Increasing either the strain or the strain rate independently was associated with significant decreases in spinal cord cell survival. There was no clear evidence of additive effects of strain level with strain rate. GO analysis identified 44 candidate genes which were significantly related to "apoptosis" and 17 genes related to "response to stimulus". KEGG analysis identified changes in the expression levels of 12 genes of the mitogen-activated protein kinase (MAPK) signaling pathway, which were confirmed to be upregulated by RT-PCR analysis.

**Conclusions:**

We have demonstrated that spinal cord cells undergo cell death in response to cyclic tensile stresses, which were dose- and time-dependent. In addition, we have identified the up regulation of various genes, in particular of the MAPK pathway, which may be involved in this cellular response. These data may prove useful, as the accurate knowledge of neuronal gene expression in response to cyclic tensile stress will help in the development of molecular-based therapies for spinal cord injury.

## Background

Mechanical stresses applied to the spinal cord can potentially induce profound and irreversible paresis, secondary to induced pathological changes such as dysfunction and loss of neurons, impairment of neuronal cell survival mechanisms and protein synthesis, neuronal cell necrosis and apoptosis [1,2]. Examples of such mechanically induced spinal cord damage include not only spinal cord compression but distraction insult [3,4]; however, it is likely that tensile stresses form an important part of many injuries of the spinal cord. The primary mechanical event, which may occur in less than a second, can initiate a cascade of molecular and cellular events such as changes in gene expression, which may then influence cell function over minutes to hours or a much longer period. For example, transient disruption of Ca^2+ ^homeostasis may be an early event in a series of aberrant signaling cascades that ultimately lead to cellular dysfunction or cell death. Extended consequences of this molecular cascade include changes in gene expression levels that are necessary for cell recovery or cell death [5-8].

Changes in the expression of several immediate early response genes have been documented in various in vivo models of spinal cord injury using microarray analysis [9-11]. These included the up regulation of transcription factors, suggesting that the expression of many other genes is potentially regulated after traumatic insult. Indeed, the differential and post-traumatic expression levels of several genes have been explored in vivo in an attempt to stabilize, both biologically and functionally, the spinal cord once injured [12,13]. However, these in vivo experimental settings for studying the response of neuronal systems to mechanical injury suffer from several disadvantages over in vitro experimentation. For example, mechanical stress can cause additional or unexpected tissue or cell reactions such as activation of resident inflammatory cells or invasion of foreign cells from the periphery [14]. The complexity of the in vivo situation may also result in a limited accessibility to specific areas of tissue or cell type of interest, preventing real-time and spatial measurement of biological or mechanical parameters [15]. Thus, in vitro models of the spinal cord stimuli can be useful to gain a better understanding of the specific neuronal response to mechanical stress.

One approach to determine the pathophysiology of mechanical-stress-related spinal cord damage is to investigate the in vitro response of neuronal cells to loading. The use of neuronal cell culture models allows for better control of the extracellular environment, is relative easy to manipulate, and permits for repeated access to neural cells for specific analysis. The spinal cord and neurons are always subjected to mechanical stress including tensile stresses, during spine movement. Longitudinal vertebral distraction and the physiological tension zone [16] of the spinal cord are closely correlated each other when the spine is subjected to flexural positioning [17,18] and excessive kyphosis in the thoracic vertebrae [19]. The Flexercell Strain Unit (FX3000^®^, Flexercell International, Hillsborough, NC) is a cell-stretching apparatus that allows application of cyclic tensile force to cultured cells. The system has been used to elucidate the mechanism of mechanical signaling in various types of cells [20-22]. In our previous study using this equipment [23], we investigated the in vitro effects of cyclic tensile stress on cultured spinal cord cells, with a special focus on the expressions of neurotrophins and their receptor genes. The results of that study showed that the application of tensile stress increased the expression levels of nerve growth factor, brain-derived neurotrophic factor, trkB, p75 neurotrophin receptor (p75NTR), glial cell line-derived neurotrophic factor, and caspase-9 mRNAs in the acute phase, followed by increased lactate dehydogenase release and induction of necrotic cell death. These findings led us to investigate further the expression of several genes related to cell death in cultured spinal cord cells under cyclic tensile stress.

The present study was thus designed to examine further the molecular changes and gene expression profiles in cultured spinal cord cells using the above cell-stretching apparatus and DNA microarray technology in order to provide a more complete picture of the changes in the expression of specific genes involved in neuronal response to cyclic tensile stress.

## Results

### Cyclic tensile stress induced spinal cord cell death

Under the condition of 10% tensile strain (typically found in spinal cord injuries [19]) at a frequency of 0.5 Hz (Figure 1A, B), the proportion of living green-stained spinal cord cells decreased in a time-dependent manner, whereas that of dead red-stained cells increased simultaneously. Transmission Electron Microscopy (TEM) examination showed that all cells at 0 hours appeared viable, with large nuclei, and dotted with chromatin and an abundant rough endoplasmic reticulum. In contrast, in cultures subjected to a tensile stress of 10% strain at 0.5 Hz some cells appeared to show deformity of the nuclei and cytoplasm at 6 hours, and chromatin condensation and fragmentation were observed at 24 hours. These morphological changes were indicative of the start of apoptosis and progressed at 48 hours (Figure 1C).

**Figure 1:**
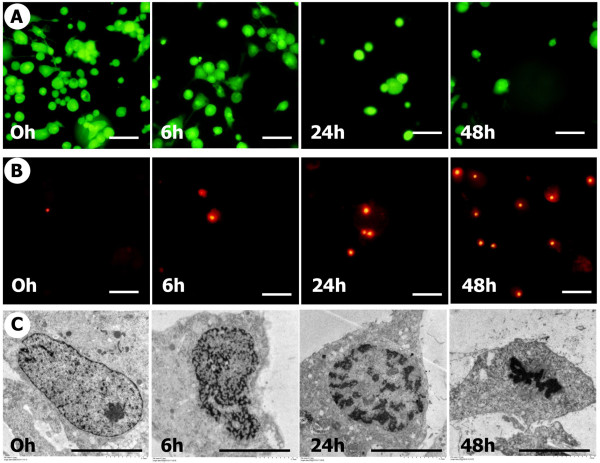
**The application of cyclic tensile stress induced apoptotic cell death in spinal cord cells**. Representative serial photomicrographs are shown of cells exposed to a tensile stress of 10% strain at 0.5 Hz at 0, 6, 24, and 48 hours (A, B). The number of green-stained living cells decreased (A: top row) while the number of red-strained dead cells increased (B: middle row) in a time-dependent manner during cyclic tensile stress application. Transmission electron microscopy (TEM) examination (C: bottom row) showed that all cells at 0 hour appeared viable, with large nuclei, and dotted with chromatin and abundant rough endoplasmic reticulum, while some cells at 6 hours showed deformity of nuclei and cytoplasm. TEM at 24 hours showed some cells with condensed and fragmented nuclei and condensed chromatin, and the change progressed at 48 hours (C: bottom row). Bar = 100 μm (A, B), 50 μm (C).

The cell survival rate of cultures under this cyclic strain as a proportion of that of non strained cultures decreased from 83 ± 24% at 2 hours to 72 ± 19% at 6 hours, 53 ± 15% at 12 hours, 48 ± 14% at 24 hours, 41 ± 9% at 48 hours, and 40 ± 11% at 72 hours (Figure 2A). This decrease in cell survival became significant after 6 hours. Figure 2B shows the cell survival rates as a % of that seen in cultures subjected to a designated standard tensile stress, i.e. 10% strain and 0.5 Hz, after 6 hours at the three different strain levels of 5%, 10%, and 15% and the two different strain rates of 0.5 Hz and 1 Hz. The cell survival rate in cultures subjected to a 10% strain but at a frequency of 1 Hz was significantly lower than that seen at this standard level. Therefore, increasing the strain rate independently of the strain level was associated with increased spinal cord cell death. Conversely, the cell survival rate in cultures subjected to a 15% strain level at a frequency of 0.5 Hz was also significantly lower than that seen at the standard level. Therefore, increasing the strain level independently of the strain rate was also associated with increased spinal cord cell death. There was no clear evidence of additive effects of strain level with strain rate.

**Figure 2:**
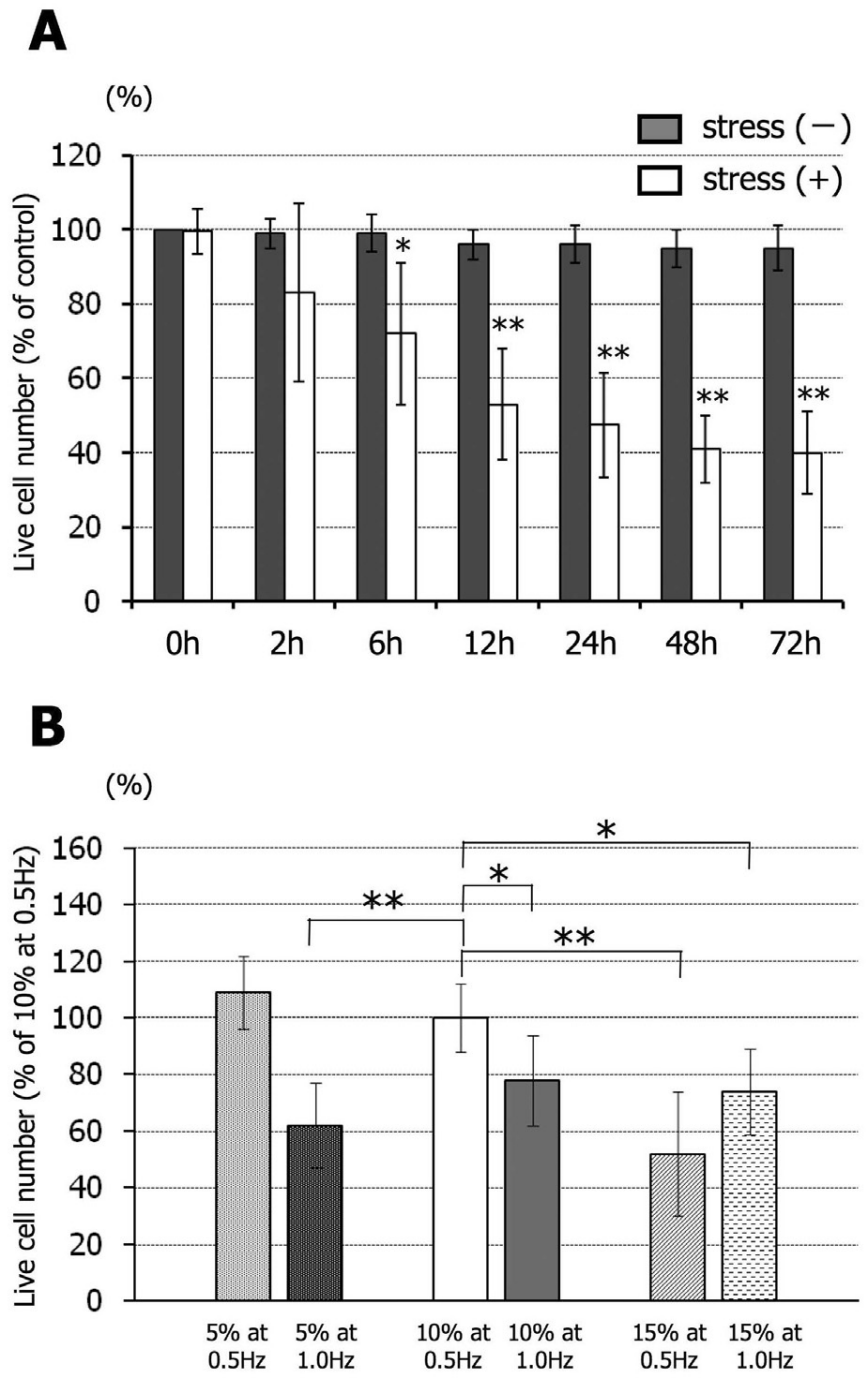
**The survival rate of spinal cord cells was dependent on the level, frequency and duration of the applied tensile strain**. The survival rate (%) of living cells during the application of a standardized cyclic tensile stress (10%, 0.5 Hz) compared with stress-free baseline (A). Gray bar: stress-free condition; white bar: cyclic tensile stress condition. The survival rate (%) of living cells after 6 hours at three different strain levels of 5%, 10%, and 15% and two different strain frequencies of 0.5 Hz and 1 Hz compared with that at the standardized strain level of 10% at 0.5 Hz frequency (B). Data are expressed as mean ± SEM of 6 experiments. *P < 0.05, **P < 0.01.

### Cluster analysis of gene expression profiles

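Cells of the fetal rat spinal cord, taken into primary culture on flexible membranes, were exposed to a cyclic tensile strain of 10% at 0.5 Hz, and total RNA was collected before loading (0 hours) and at 6 later times between 2 and 72 hours. The RNA from 5 animals was combined for each of these times and hybridised to 1 GeneChip Rat Genome array, which gave 7 arrays with no replicate. The authors calculated signal intensities with MAS5.0 and scaled each array globally. The trimmed mean of the deposited signals lay between 500.144 and 500.162 on the 7 arrays, and the medians between 144.682 and 162.425. Of 31099 probe sets, 57 controls were left out. A single gene symbol was assigned to 20826 of the other 31042, several symbols to 436 and none to 9780. Each later array was compared with the 0 hour array by the threshold of the paper's methods, a ratio of at least 2 in either direction and a difference of signal of at least 200, which is a rule of size and not a test. A linear change with hours was tested over all arrays with limma on log2(signal + 32) in the 17709 probe sets with a mean signal of at least 100, and only genes past this test are said below to have risen or fallen. Gene lists were described by the median log2 change of their members on the same log2(signal + 32) scale, which understates changes at low signals, and by its percentile among 10000 random lists matched on mean signal. No array of an unloaded culture at the later times was analysed here, so time under stress and time in culture are not separated. The number of arrays limits the precision of every value.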

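On the deposited scale, probe sets with lower signal outnumbered those with higher signal at each time point. After 2 hours, 12 were higher and 146 lower than at 0 hours, after 12 hours 130 were higher and 532 lower, and after 72 hours 807 were higher and 1100 lower. At 1 or more time points 2463 probe sets passed the threshold, and for 1465 of them (59.5%) this first happened at 48 or 72 hours. In the list of 9 measured reference genes, 1 rose and 2 fell by the trend test (1 and 2 adjusted over the list alone), none passed the threshold at 72 hours, and the median log2 change was -0.07. None rose or fell without the 2 or the 72 hour array, 1 rose and none fell without the 48 hour array, and 1 rose and 1 fell without the 6, 12 or 24 hour array. The 25 measured genes of ribosomal proteins had a median log2 change of -0.12, with 1 that fell over all probe sets and none adjusted over the list alone or without the 2, 48 or 72 hour array. The Gapdh control probe set at the 3' end had 1.05 times its 0 hour signal at 72 hours and at most 1.17 times, at 24 hours. By the trend test 2650 probe sets rose and 2493 fell with hours at an adjusted p under 0.05. Without the 72 hour array 1316 rose and 1276 fell, and without the 48 hour array 1646 rose and 1604 fell. When each array was scaled to the same median signal, the balance turned at 6 hours, with 216 probe sets higher and 196 lower in place of 109 and 379, and at 48 hours, with 831 and 699 in place of 615 and 947. At 72 hours it was then nearly even, with 919 and 936 in place of 807 and 1100. At 2, 12 and 24 hours lower signals still outnumbered higher ones.

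**Figure D1:**
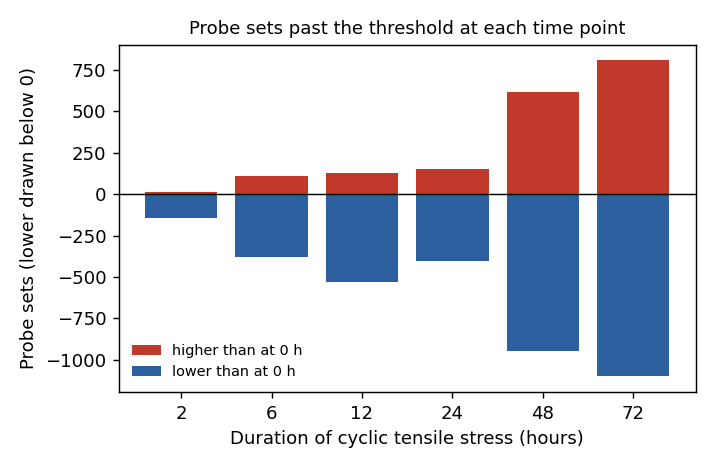
Number of probe sets (vertical axis) past the threshold against the 0 hour array, by hours of cyclic tensile stress (horizontal axis), with higher signal drawn in red above 0 and lower signal in blue below 0. The bars grow from 12 higher and 146 lower at 2 hours to 807 higher and 1100 lower at 72 hours.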

There was altered expression of 3,412 genes after the application of a cyclic tensile stress of 10% at 0.5 Hz. These 3, 412 genes were profiled using hierarchical cluster analysis, based on similarities among their expression patterns in a time course manner. Accordingly, they were divided into 6 clusters (Figure 3). 

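The 2463 probe sets past the threshold were clustered by their signals with complete linkage and the uncentred correlation, as in the methods, and the tree was divided into 6 clusters. In 3 of them, with 1169 probe sets, the median ratio of 72 hours to 0 hours was at least 1.5, and in the other 3, with 1294 probe sets, signals were lower. The largest group of the higher probe sets (547) had a median ratio of 1.46 at 12 hours and 1.93 at 72 hours. A cluster of 521 reached 1.39 at 12 hours and 2.69 at 72 hours, and a cluster of 101, with a median signal of only 115 at 0 hours, reached 1.49 and 5.72. Among the lower clusters, the largest (904) declined from a median ratio of 0.862 at 2 hours to 0.412 at 72 hours. In a cluster of 341 the median ratio was 0.520 at 2 hours, 0.298 at 12 hours and 0.283 at 72 hours. The smallest cluster (49) had a median ratio of 1.80 at 6 hours and 0.365 at 72 hours. Neither the number of clusters nor their borders was tested.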

Cluster 1 comprised 67 genes, cluster 2 comprised 102 genes, cluster 3 comprised 1,240 genes, cluster 4 comprised 355 genes, cluster 5 comprised 499 genes, and cluster 6 comprised 1,149 genes. 

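Genes of inflammation, of the oxidative stress response and of the heat shock response were higher as groups at 72 hours. Each group lay at percentile 100 of the random lists. All of these groups hold genes of the paper's Tables 1 and 2, such as Serpina3n, Hmox1 and Hspa4l, which the paper chose on these arrays. Their percentiles are therefore not fully independent of that choice. Of 31 measured genes of inflammation and NF-kB, 12 rose, 3 fell and 16 did not pass the trend test (12 and 3 adjusted over the list alone), and the median log2 change was 0.61. Serpina3n, a protease inhibitor of the acute phase, had 49.3 times its 0 hour signal at 72 hours, Ptgs2 (cyclooxygenase-2) 21.6 times, and the chemokines Ccl20 and Cxcl3 20.4 and 18.4 times. The log2 change of Serpina3n over 72 hours was 4.98 (standard error 0.24, adjusted p = 1.7e-05 from limma). Of 18 measured genes of the oxidative stress response driven by NRF2, 5 rose and none fell (5 adjusted over the list alone), with a median of 0.64. Among them Me1 (malic enzyme) was at 4.23 times and the metallothionein Mt2A at 2.62 times its 0 hour signal, but without the 72 hour array 1 of the 18 rose and without the 2 hour array 3 did. Of 16 genes of the heat shock response, 9 rose and none fell (9 adjusted over the list alone), with a median of 0.61, and 5 rose without the 72 hour array. Of 25 immediate early genes, 8 rose and 4 fell (9 and 4 adjusted over the list alone), 4 rose and 1 fell without the 72 hour array, and 5 rose and 3 fell without the 2 hour array. Nr4a2, in its brighter probe set, and Ier3 were at 4.31 and 3.30 times their 0 hour signal at 72 hours. The list's median was 0.49 (95% bootstrap interval over the members -0.08 to 1.33), at percentile 99.99. Of 17 genes of MAPK feedback, which hold growth factors and phosphatases induced by this cascade, 4 rose and 2 fell (4 and 2 adjusted over the list alone), with a median of 0.49 (95% bootstrap interval over the members -0.35 to 1.26) at 72 hours and 0.07 at 48 hours.
The highest ratios at 72 hours among genes past the threshold at both 48 and 72 hours also included Prl6a1, a prolactin family gene (24.0 times), Prss35, a serine protease (10.8 times), and Vamp1, of synaptic vesicles (10.3 times), which all rose. Paqr5 and Cdhr4 rose too, but from signals of 4.24 and 37.6 at 0 hours, to 343 and 498 at 72 hours. Their ratios thus have a weak basis. Serpina3n, Ccl20 and Cxcl3 also started below 100, at 88.3, 98.8 and 97.6, as did Areg, named below, at 59.8. This limits their ratios as well. Mmp3 rose from 179 to 1458. Among genes past the threshold at both 6 and 12 hours, the highest ratios at 6 hours were those of Areg, an EGF receptor ligand, with 16.9 times its 0 hour signal at 6 hours and 17.3 times at 72 hours, of the prostaglandin receptor Ptger2 (3.63 times at 6 hours) and of Srxn1, Osgin1, Hmox1 and Lypd8l1 (between 2.80 and 3.10 times at 6 hours). Of these 6 genes, Lypd8l1 passed the trend test (adjusted p = 0.0236), and the other 5 did not, with adjusted p between 0.0644 (Osgin1) and 0.606 (Srxn1). The 3' to 5' signal ratio of the beta-actin control probe sets was 1.82 at 0 hours, 1.83 at 6 hours and 2.62 at 72 hours. That of the Gapdh control probe sets was 1.09, 1.10 and 1.16 at these times.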

As shown, genes of clusters 1, 2 and 3 were upregulated in a time-dependent manner under cyclic tensile stress, whereas those of cluster 4 were upregulated in a time-independent manner. Genes of clusters 5 and 6 were downregulated in a time-dependent manner under cyclic tensile stress during the 72 hours.

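Genes of neurons and of the cell cycle were lower as groups, with different time courses. The 29 measured neuronal genes had a median log2 change of -0.64 at 2 hours, -1.50 at 12 hours and -1.15 at 72 hours (95% bootstrap interval over the members -1.46 to -0.85), each at percentile 0 of the random lists. At 72 hours 18 of them were below the threshold and none above it. By the trend test 5 fell, none rose and 24 did not pass, with the same counts adjusted over the list alone, while 2 fell without the 48 hour array, 3 without the 2 hour array and 12 without the 12 hour array, and 1 rose without the 0 hour array. Gap43, of growing axons, fell to 0.173 of its 0 hour signal, Slc17a6, the vesicular glutamate transporter, to 0.192 and the neuronal tubulin Tubb3 to 0.214. Dcx, of migrating neurons, was at 0.222 and did not pass (adjusted p = 0.0667), nor did the NeuN gene Rbfox3, at 0.297. Of 25 measured ion channels and transporters of neurons, 9 were below the threshold and 2 above it, with a median of -0.92, also at percentile 0, and of -0.50 with the mean of the 0 and 2 hour arrays as baseline. In this list 2 fell and 2 rose by the trend test (none and 2 adjusted over the list alone). None fell without the 2, 48 or 72 hour array, 1 fell without the 24 hour array, and 1 fell and 3 rose without the 0 hour array. The glycine receptor Glra2 was already at 0.236 of its 0 hour signal at 6 hours, and the synaptic adhesion gene Nrxn3 at 0.218. Slc2a13, Rprm, Elmod1 and Spetex2l2 were at 0.238, 0.257, 0.268 and 0.291 at 6 hours. Of these genes Glra2 fell by the trend test, and Nrxn3 and the other 4 did not pass.
The decline of the 24 measured cell cycle genes was gradual, with medians of -0.20 at 2 hours, -0.83 at 24 hours, -1.50 at 48 hours and -1.96 at 72 hours (interval -2.27 to -1.51). All 24 fell by the trend test, also adjusted over the list alone, and 21 fell without the 48 hour array. The mitotic cyclins Ccnb2 and Ccna2 fell to 0.101 and 0.111 of their 0 hour signal and the topoisomerase Top2a to 0.136. Microglial and macrophage genes were first slightly higher and later lower, with medians of 0.39 at 6 hours, 0.23 at 24 hours, -0.03 at 48 hours and -0.59 at 72 hours over 21 genes. Of these, 12 fell and none rose (13 adjusted over the list alone), and 8 fell without the 72 hour array. The complement genes C1qc and C1qa fell to 0.175 and 0.187 and Aif1 (Iba1) to 0.183 at 72 hours. The 20 measured astrocyte genes had a median of 0.09, with 1 that rose (Tnc, 2.74 times) and 2 that fell (Gjb6 and Ntsr2), and the counts were the same adjusted over the list alone. Without the 48 hour array 1 fell and without the 72 hour array none rose. Of 22 genes of fibroblasts and meningeal cells 7 fell and 1 rose (9 and 1 adjusted over the list alone), with a median of -0.37 at percentile 0.29, 4 fell without the 48 or the 72 hour array, and 2 rose without the 0 or the 48 hour array. Of 10 genes of the oligodendrocyte lineage, 1 fell (Olig1, to 0.299 of its 0 hour signal), none rose, with the same counts adjusted over the list alone, none fell without the 48 hour array, and the median was -0.49 (-0.28 with the same mean as baseline). Like the neuronal genes, this list was lower early, with medians of -0.46 at 2 hours and -0.91 at 12 hours, and 18 genes of skeletal muscle, listed after the results were seen, had a median of -1.44 at 2 hours.
The lowest ratios at 72 hours among genes past the threshold at both 48 and 72 hours included the gap junction gene Gjb2 (signal 2400 at 0 hours and 124 at 72 hours), the mitotic kinase Ttk (532 and 39.2), the lectin receptor Clec4a1 (1709 and 130.2), Lrrc17 (1111 and 85.6), Slco2b1 (950 and 74.1), the chemokine Ccl9 (959 and 79.6), Capn6 (914 and 32.15) and Cdca7 (436 and 38.9), which all fell. Clec3b, Mybph and Srl fell as well, to signals of 8.63, 23.4 and 23.2, and Actl6b, at 2.80 at 72 hours, was too low on average for the trend test. Signals this low make the ratio unreliable. The 3' to 5' ratio of beta-actin was highest on the 72 hour array, where the medians of the cell cycle and microglial genes were lowest, and it was 1.53 at 2 hours and 1.95 at 12 hours, where the neuronal median was lowest. The ratio of Gapdh was 1.10 at 12 hours and 1.16 at 72 hours, and highest at 48 hours, with 1.17.

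**Figure D2:**
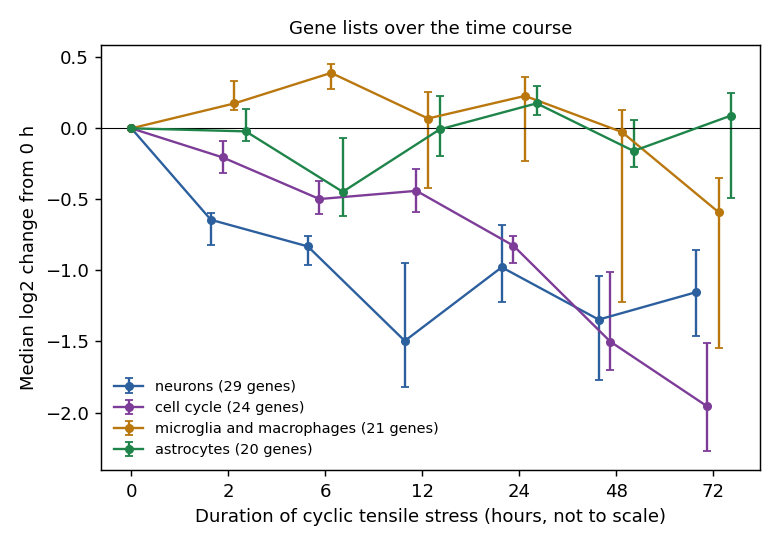
Median log2 change from 0 hours (vertical axis) of 4 gene lists against hours of cyclic tensile stress (horizontal axis, not to scale), with bars for the 95% bootstrap interval over the genes of each list, not over cultures. The neuron list lies at -0.64 at 2 hours and -1.15 at 72 hours, the cell cycle list at -0.20 and -1.96, the microglial list at 0.18 and -0.59 and the astrocyte list at -0.02 and 0.09.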

**Figure 3:**
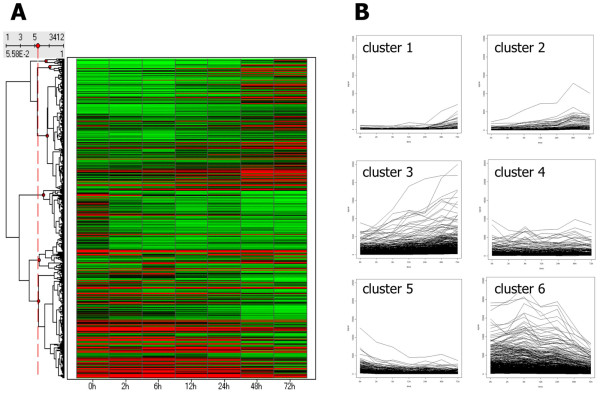
**Gene expression profiles in spinal cord cells after the application of cyclic tensile stress**. The hierarchial clustering data are presented graphically as a heatmap (A). These genes were subsequently grouped into six subclusters (cluster 1-6) according to the time course of gene expression pattern (B).

### Identification of upregulated genes through Gene Ontology (GO) analysis

Based on the results of clustering analysis, we tested the genes by all GO terms within the biological process in each of the clusters 1-6, and subsequently identified the upregulated genes related to cyclic tensile stress among clusters 1, 2 and 3. 

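Core genes of apoptosis moved in both directions. Of 32 measured genes of the caspase, BCL2 and death receptor machinery, 4 rose, 9 fell and 19 did not pass the trend test. The counts were the same adjusted over the list alone. The list was fixed before these signals were examined, but with Tables 1 and 2, drawn from the same arrays, already seen. It holds the Table 1 genes Birc3 and Dapk1, so its counts are not independent of that table. Without the 72 hour array 1 rose and 1 fell, and without the 2 or the 48 hour array 2 rose. The median log2 change was 0.10 at 2 hours, 0.19 at 12 hours and 0.16 at 24 hours, at percentiles 98.75, 99.54 and 99.44 of the random lists, and -0.14 at 72 hours, at percentile 14.8. Birc3, an inhibitor of apoptosis, rose to 2.68 times its 0 hour signal, and Dapk1, a death-associated kinase, rose to 2.35 times in its brightest probe set. Casp4, an inflammatory caspase, fell to 0.436 of its 0 hour signal. Casp9, of the mitochondrial pathway, fell to 0.643 and 0.520 in 2 probe sets, and its other probe set had a signal of 3.58 at 0 hours. Of 15 targets of p53, 5 rose and none fell (5 and none adjusted over the list alone), 3 rose without the 72 hour array, and the median was 0.15. Mdm2, the ubiquitin ligase of p53, rose to 2.71 times. Of 29 genes of endoplasmic reticulum stress and the integrated stress response, 8 rose and 8 fell (8 and 8 adjusted over the list alone), with a median of -0.07. Without the 72 hour array 3 rose and 3 fell, and without the 2 or the 48 hour array 5 rose and 8 fell. Vldlr, of this list, fell to 0.406. The enrichment of GO terms was not recomputed, since GO annotation was not used here.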

The gene related to "apoptosis" belongs to cluster 3 significantly among the cluster 1-3 and the gene related to "response to stimulus" belonged to cluster 1 significantly among the cluster 1-3. 

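Of the 44 probe sets that stand in Table 1, most had their highest ratio at 72 hours. At that time a probe set of the nuclear receptor gene Nr4a2 was at 7.39 times its 0 hour signal, Fosl1, a subunit of AP-1, at 6.46 times, the integrin subunit Itgav at 5.22 times, Twist2 at 4.84 times and the retinoic acid receptor Rarb at 4.24 times, and all of these rose. Hmox1 (heme oxygenase), which was already at 2.86 times at 6 hours, was at 3.71 times at 72 hours but did not pass the trend test for a linear change (adjusted p = 0.113). Mmp2, a gelatinase, rose to 2.76 times, from the highest signal of these probe sets at 0 hours, 6397. Angptl4 and Gclc rose to 3.60 and 3.01 times. The probe set of Nr4a2 had a signal of 54.8 at 0 hours, which limits its ratio. Of the 44 probe sets, 35 rose by the trend test, none fell and 9 did not pass. Those 9 included Ncf1 and Cln8, whose ratios were above 2 at 6 and 12 hours and 1.75 and 1.73 at 72 hours. The paper chose these genes on the same arrays, so the counts are not independent evidence of their direction. The rows were matched to the probe set of their gene with the closest ratios, and 3 rows, for which no probe set named for the gene came as close, by their ratios alone. All 44 matched within 0.01.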

Candidate genes related significantly to "apoptosis" among the terms of a biological process were 44 genes in cluster 3, and those significantly related to "response to stimulus" were 17 genes in cluster 1. These genes are listed in Tables 1 and 2, including the relative signal intensity, which was expressed relative to that at 0 hours (boldface show more than 2-fold). Forty-four genes related to "apoptosis" were expressed in the early phase (cluster 3), whereas 17 genes related to "response to stimulus" were expressed in the late phase (cluster 1).

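Most of these genes reached a ratio of 2 late. Of the 44 probe sets of Table 1, none had a ratio of 2 or more at 2 hours, 7 had one at 6 hours, 12 at 12 hours, 8 at 24 hours, 35 at 48 hours and 36 at 72 hours. The highest ratio fell at 72 hours in 27 of them and at 48 hours in 14. Of the 17 probe sets of Table 2, none had such a ratio at 2 hours, 5 at 6 hours, 6 at 12 hours, 5 at 24 hours, 11 at 48 hours and 17 at 72 hours, and all 17 had their highest ratio at 72 hours. The median ratio of Table 1 was 1.48 at 12 hours and 2.37 at 72 hours, and that of Table 2 was 1.43 and 5.96. In Table 2, Ereg, an EGF receptor ligand, had 9.53 times its 0 hour signal at 48 hours and 37.9 times at 72 hours, from a signal of 28.9 at 0 hours. Hspa4l and Cryab, of the heat shock proteins, reached 7.69 and 5.96 times, Grem1, an antagonist of bone morphogenetic proteins, 7.69 times, Nupr1, a stress-induced regulator of transcription, 6.12 times and Sncg (gamma-synuclein) 4.71 times. Of the 16 probe sets bright enough for the trend test all 16 rose, and 11 did without the 72 hour array. Cyp4b1, which was not tested, had a signal of 57.6 at 0 hours. Of the 17 rows, 15 matched within 0.01, and Ereg and Ccl20 lay within 0.1.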

**Table 1:** List of "apoptosis" genes selectively upregulated in cluster 3

Gene Symbol	Gene Name	**Entrez Gene No**.	2 hr	6 hr	12 hr	24 hr	48 hr	72 hr
Nr4a2	nuclear receptor subfamily 4, group A, member 2	54278	1.60	**4.29**	1.30	**2.97**	**6.14**	**7.39**
Fosl1	fos-like antigen 1	25445	1.69	**2.09**	**2.15**	**2.34**	**3.02**	**6.46**
Itgav	integrin alpha V	296456	1.39	1.56	**2.78**	**2.38**	**5.32**	**5.22**
Twist2	twist homolog 2 (Drosophila)	59327	1.42	1.50	1.37	1.58	**3.08**	**4.84**
Rarb	retinoic acid receptor, beta	24706	0.89	0.83	1.42	1.80	**3.90**	**4.24**
Dusp1	dual specificity phosphatase 1	114856	0.96	1.70	1.89	1.47	**2.59**	**4.16**
Hmox1	heme oxygenase (decycling) 1	24451	1.63	**2.86**	**3.07**	**2.62**	**2.25**	**3.71**
Angptl4	angiopoietin-like 4	362850	1.23	1.28	1.33	1.98	**2.73**	**3.60**
Acin1	apoptotic chromatin condensation inducer 1	305884	0.92	0.67	1.31	**2.14**	**2.68**	**3.41**
Pdgfrb	Platelet derived growth factor receptor, beta polypeptide	24629	0.84	0.77	1.71	1.92	**2.99**	**3.26**
Gclc	glutamate-cysteine ligase, catalytic subunit	25283	1.25	1.99	1.58	1.80	**2.02**	**3.01**
Ihpk2	inositol hexaphosphate kinase 2	59268	1.07	1.17	1.26	1.64	**2.39**	**2.88**
Dapk1	death associated protein kinase 1	306722	0.85	0.95	1.55	1.38	**2.70**	**2.82**
Amigo2	adhesion molecule with Ig like domain 2	300186	0.87	0.93	1.00	1.33	1.49	**2.81**
Mmp2	matrix metallopeptidase 2	81686	1.05	1.12	1.32	1.48	1.92	**2.76**
Hipk2	Homeodomain interacting protein kinase 2	362342	1.01	1.63	2.14	1.86	**2.94**	**2.69**
Birc3	baculoviral IAP repeat-containing 3	78971	1.52	1.63	1.22	1.48	**2.27**	**2.68**
Myd116	myeloid differentiation primary response gene 116	171071	1.09	1.90	2.17	1.58	**2.95**	**2.67**
Il1rn	interleukin 1 receptor antagonist	60582	1.73	**2.51**	**3.06**	1.77	**3.57**	**2.49**
Hipk1	homeodomain interacting protein kinase 1	365895	1.12	1.05	1.30	1.37	**2.44**	**2.48**
LOC687118	similar to death effector domain-containing DNA binding protein 2	687118	1.58	1.58	**2.14**	**2.00**	**3.13**	**2.46**
Ripk2	receptor (TNFRSF)-interacting serine-threonine kinase 2	362491	1.04	1.33	1.48	1.69	**2.55**	**2.38**
Dapk1	death associated protein kinase 1	306722	0.97	1.00	1.16	1.35	**2.16**	**2.35**
Timp3	Tissue inhibitor of metalloproteinase 3	25358	1.16	1.08	1.28	1.01	1.78	**2.35**
Cln3	ceroid lipofuscinosis, neuronal 3, juvenile (Batten, Spielmeyer-Vogt disease)	293485	1.17	1.56	**2.08**	1.50	**2.44**	**2.32**
Ercc5	excision repair cross-complementing rodent repair deficiency, complementation group 5	301382	1.05	1.29	1.30	**2.06**	**2.13**	**2.28**
Pik3ca	phosphatidylinositol 3-kinase, catalytic, alpha polypeptide	170911	1.08	1.05	1.45	1.63	**2.07**	**2.20**
Raf1	v-raf-leukemia viral oncogene 1	24703	1.13	1.66	1.71	1.73	**2.01**	**2.17**
Ednrb	endothelin receptor type B	50672	1.32	1.09	1.46	1.94	1.31	**2.15**
Cd24	CD24 molecule	25145	0.78	0.61	0.70	0.71	1.39	**2.13**
Hipk2	homeodomain interacting protein kinase 2	362342	0.93	0.99	1.47	1.35	**2.33**	**2.09**
Timp3	Tissue inhibitor of metalloproteinase 3	25358	1.10	0.85	1.13	0.98	1.36	**2.08**
Vegfa	vascular endothelial growth factor A	83785	0.89	1.20	0.94	1.09	**2.02**	**2.07**
Gal	galanin	29141	1.32	1.22	1.85	0.77	1.84	**2.03**
Furin	furin (paired basic amino acid cleaving enzyme)	54281	1.17	1.20	1.36	1.18	1.89	**2.03**
Ep300	E1A binding protein p300	170915	1.33	1.09	1.23	1.29	**2.28**	**2.01**
Sh3kbp1	SH3-domain kinase binding protein 1	84357	1.03	1.58	1.78	1.47	**2.52**	1.85
Psen2	presenilin 2	81751	1.37	1.52	**2.14**	1.91	**2.09**	1.81
Ptk2b	PTK2 protein tyrosine kinase 2 beta	50646	0.93	1.29	1.95	1.69	**2.17**	1.81
LOC687813	similar to Tnf receptor-associated factor 1	687813	1.87	**2.36**	**2.35**	1.68	**2.71**	1.75
Ncf1	neutrophil cytosolic factor 1	114553	1.83	**2.78**	**2.72**	**2.44**	**2.59**	1.75
Apbb2	amyloid beta (A4) precursor protein-binding, family B, member 2	305338	1.09	1.12	1.48	1.28	**2.15**	1.74
Cln8	ceroid-lipofuscinosis, neuronal 8	306619	1.52	**2.11**	**2.21**	1.77	1.94	1.73
Sh3kbp1	SH3-domain kinase binding protein 1	84357	1.15	1.41	1.47	1.58	**2.41**	1.72

**Table 2:** List of "response to stimulus" genes selectively upregulated in cluster 1

Gene Symbol	Gene Name	**Entrez Gene No**.	2 hr	6 hr	12 hr	24 hr	48 hr	72 hr
Serpina3n	serine (or cysteine) peptidase inhibitor, clade A, member 3N	24795	1.53	**2.52**	**3.13**	**5.38**	**20.18**	**49.34**
Ereg	epiregulin	59325	1.99	**3.65**	**2.75**	**3.06**	**9.51**	**37.80**
Ptgs2	prostaglandin-endoperoxide synthase 2	29527	1.55	**3.81**	**2.35**	**3.48**	**12.52**	**21.58**
Ccl20	chemokine (C-C motif) ligand 20	29538	1.20	**2.27**	**2.07**	1.83	**8.52**	**20.38**
Cxcl3	chemokine (C-X-C motif) ligand 3	171551	1.62	**2.54**	**3.06**	**2.67**	**7.10**	**18.43**
Hspa4l	heat shock protein 4 like	294993	0.80	0.62	**2.19**	1.19	**4.98**	**7.69**
Grem1	gremlin 1	50566	1.11	1.45	1.12	**2.19**	**2.23**	**7.69**
Nupr1	nuclear protein 1	113900	0.93	0.81	1.69	1.34	**4.49**	**6.11**
Cryab	crystallin, alpha B	25420	0.83	0.88	1.35	1.06	**3.03**	**5.96**
Gls	glutaminase	24398	1.00	1.15	1.89	1.73	**3.80**	**5.44**
Cyp4b1	cytochrome P450, family 4, subfamily b, polypeptide 1	24307	0.72	1.75	1.26	0.66	1.42	**5.18**
Sncg	synuclein, gamma	64347	0.95	0.77	0.92	1.12	**2.72**	**4.71**
Vnn1	vanin 1	29142	1.10	1.37	1.43	1.31	1.64	**4.71**
Gls	glutaminase	24398	0.88	0.94	0.79	0.92	1.66	**3.89**
Cxcl10	chemokine (C-X-C motif) ligand 10	245920	1.23	1.01	0.84	1.08	1.65	**3.41**
Inhbb	Inhibin beta-B	25196	0.97	1.01	1.14	1.32	0.97	**3.28**
Slc12a2	solute carrier family 12 (sodium/potassium/chloride transporters), member 2	83629	0.88	0.88	0.97	0.88	1.58	**3.07**

### Identification of upregulated genes using Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis

Based on the results of the clustering analysis, we tested the genes by all KEGG terms in clusters 1, 2 and 3 including those genes which were upregulated in a time-dependent manner under cyclic tensile stress. These pathways with p values < 0.05 are listed in Table 3. 

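Genes of cell adhesion and of the extracellular matrix moved in both directions, and genes of oxidative phosphorylation were slightly lower. The lists given here were fixed for these processes and are not those of KEGG, whose enrichment was not recomputed. Of 28 measured genes of integrins and focal adhesion, 4 rose and 1 fell (4 and 1 adjusted over the list alone), with a median log2 change of 0.08 at 72 hours, and 2 fell without the 0, 12 or 72 hour array. Itgb3 and the adaptor Bcar1 rose to 2.12 times their 0 hour signal, and the laminin receptor subunit Itga6 fell to 0.384. Of 36 genes of extracellular matrix and remodelling, 10 rose and 6 fell (10 and 7 adjusted over the list alone), with a median of 0.17, and 2 rose and 4 fell without the 72 hour array. The gelatinase Mmp9 fell from a signal of 11300 to 1088, the growth factor binding protein Igfbp3 to 0.180 and the urokinase Plau to 0.238 of their 0 hour signal. Of 21 genes of glutamate and glutamine metabolism, 5 rose and 3 fell (6 and 3 adjusted over the list alone), with a median of -0.02. Without the 72 hour array 1 rose and 1 fell, without the 48 hour array 3 and none, without the 6 hour array 3 and 2, and without the 2 hour array 2 and 1. The amino acid transporter Slc38a2 rose to 3.43 times, and the glutamate transporter Slc1a1 fell to 0.179. Of 23 genes of glycolysis and hypoxia, 5 rose and 3 fell (6 and 3 adjusted over the list alone), with a median of 0.19, and 3 rose without the 72 hour array. Pdk1, of this list, fell to 0.406. Of 45 genes of oxidative phosphorylation, 18 fell and none rose (25 fell adjusted over the list alone), with a median of -0.28, no member past the threshold, and 4 that fell without the 72 hour array. Of 19 genes of cholesterol synthesis, 6 fell and none rose (7 fell adjusted over the list alone), 3 fell without the 2 or the 48 hour array, and the median was -0.43 at 12 hours, -0.55 at 24 hours and -0.51 at 48 hours, each at percentile 0, and -0.32 at 72 hours. Dhcr7 and Acat2 fell to 0.405 and 0.474.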

Four pathways were significantly included in cluster 1, 3 pathways in cluster 2, and 24 pathways in cluster 3.

**Table 3:** High frequency pathways* identified by KEGG/pathway analysis in clusters 1, 2, and 3

rank	pathway (total gene count)	p-value	count
cluster 1			
1	Glutamate metabolism (26)	0.0021	2
2	D-Glutamine and D-glutamate metabolism (3)	0.0081	1
3	Taurine and hypotaurine metabolism (10)	0.0266	1
4	Pantothenate and CoA biosynthesis (11)	0.0293	1
cluster 2			
1	T cell receptor signaling pathway (95)	0.0156	2
2	Glycosphingolipid biosynthesis - ganglio series (15)	0.0307	1
3	Cell adhesion molecules (CAMs) (151)	0.0371	2
cluster 3			
1	Focal adhesion (187)	0.0001	17
2	Bladder cancer (36)	0.0001	7
3	TGF-beta signaling pathway (81)	0.0003	10
4	Pathways in cancer (313)	0.0005	22
5	Prostate cancer (92)	0.0008	10
6	Small cell lung cancer (92)	0.0008	10
7	ECM-receptor interaction (74)	0.0028	8
8	Glioma (64)	0.0047	7
9	Melanoma (69)	0.0072	7
10	Renal cell carcinoma (69)	0.0072	7
11	PPAR signaling pathway (70)	0.0078	7
12	mTOR signaling pathway (54)	0.0081	6
13	Gap junction (90)	0.0091	8
14	Glycerophospholipid metabolism (46)	0.0168	5
15	MAPK signaling pathway (255)	0.0200	15
16	Non-small cell lung cancer (52)	0.0273	5
17	Pancreatic cancer (71)	0.0286	6
18	GnRH signaling pathway (91)	0.0296	7
19	Adherens junction (73)	0.0323	6
20	Pyruvate metabolism (38)	0.0351	4
21	Regulation of actin cytoskeleton (204)	0.0357	12
22	Leukocyte transendothelial migration (116)	0.0366	8
23	Chronic myeloid leukemia (79)	0.0449	6
24	Glutathione metabolism (42)	0.0482	4

*, Listed pathways are all statistically significant (P < 0.05). "total gene count" means the number of genes in each pathway, which have already been registered in KEGG system, and "count" means the number of genes, which were expressed significantly in each pathway in this study.

### Gene-specific real-time reverse transcription polymerase chain reaction (RT-PCR) in MAPK signaling pathway

In further examination of KEGG analysis of cluster 3, which included many of the upregulated genes, we found that the MAPK signaling pathway contained 12 candidate genes among the 15 genes that were significantly upregulated. These genes were calcium channel voltage-dependent L type alpha 1F subunit (Cacnalf or CACN), neurotrophic tyrosine kinase receptor type 2 (Ntrk2 or trkA/B), fibroblast growth factor receptor 2 (Fgfr2 or FGFR), platelet-derived growth factor receptor, beta polypeptide (Pdgfrb or PDGFR), v-raf-leukemia viral oncogene 1 (Raf1 or Raf), guanine nucleotide binding protein (G protein) gamma 12 (Gng12 or G12), dual specificity phosphatase 1 (Dusp1 or MKP), mitogen-activated protein kinase kinase kinase kinase 4 (Map4k4 or HGK), mitogen-activated protein kinase 8 interacting protein 3 (Mapk8ip3 or JIP3), heat shock protein 72 (Hspa 72 or HSP72), growth arrest and DNA-damage-inducible alpha (Gadd45a or GAD D45), and DNA-damage inducible transcript 3 (Ddit3 or GAD D153). 

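Of the 12 genes, 7 were higher at 72 hours by the threshold. The heat shock protein gene Hspa1a rose to 4.51 times its 0 hour signal at 72 hours, with a log2 change over 72 hours of 1.97 (standard error 0.19, adjusted p = 0.000243 from limma). Dusp1, a phosphatase of MAP kinases, rose to 4.16 and 2.96 times in its probe sets and the stress gene Gadd45a to 3.59 times. Map4k4 rose in its 3 probe sets, to 6.78, 2.33 and 2.09 times, and Gng12 in both of its own, to 2.25 and 1.93 times. Pdgfrb rose to 3.26 times in a probe set with a signal of 125 at 0 hours, while its brightest probe set was at 1.42 times (adjusted p = 0.154). Ddit3 rose to 1.74 times, below the threshold. Ntrk2, a receptor of neurotrophins, had at most 1.49 times its 0 hour signal at 72 hours in its brighter probe sets and 0.215 in another, and Fgfr2 had 1.29 times in its brightest, and neither passed the trend test. Cacna1f had a signal of 2.57 at 0 hours and 3.38 at 72 hours, and Mapk8ip3 had 23.3 and 48.5, which is too low for a ratio to be read. Of the 9 genes of this list with a measured probe set, 6 rose over all probe sets (7 adjusted over the list alone), with a median log2 change of 0.94 at 72 hours and 0.47 at 48 hours, but the study chose them on these arrays and the count is not independent evidence. Of 24 kinases of the MAPK cascades, 1 rose and 2 fell (1 and 2 adjusted over the list alone), with a median of 0.01. Without the 0 hour array 4 of them fell, and without the 72 hour array 2 rose and none fell. Map3k8 rose to 2.69 times and the JNK1 gene Mapk8 fell to 0.431. From the upregulated genes that its KEGG analysis placed in this pathway, the paper took the 12 genes as candidates and measured them by real time RT-PCR (Figure 4).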

To confirm the expression of genes identified using the microarrays, these 12 genes were identified to test differential expression using real time RT-PCR analysis. The mRNA expression levels of PDGFR, G12 was significantly increased from the mid period of application of cyclic tensile stress (12-hour stress duration), while CACN, trkA/B, FGFR, Raf1, MKP, HGK, JIP3, HSP72, GAD D45, and GAD D153 mRNA expression levels increased during the late phase of cyclic tensile stress (24-72 hours duration). In each case these significant upregulations in mRNA expression levels was by at least 2-fold in comparison with the control levels at time 0 (Figure 4).

**Figure 4:**
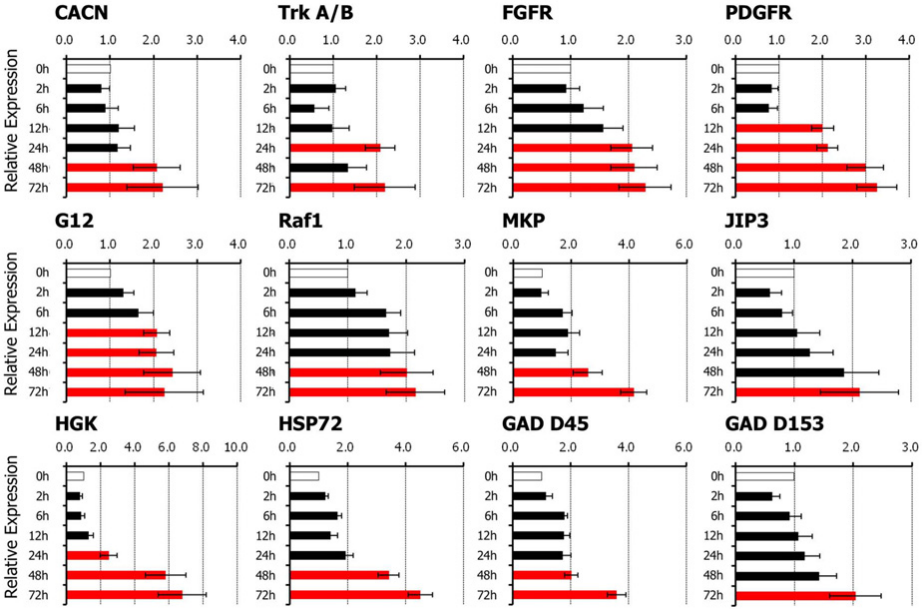
**The effects of cyclic tensile stress on gene expression levels analyzed by real time RT-PCR**. Application of cyclic tensile stress resulted in significant increases in mRNA expression levels of platelet derived growth factor receptor (PDGFR), guanine nucleotide binding protein gamma 12 (G12) at 12 hours, neurotrophic tyrosine kinase receptor type 2 (trkA/B), fibroblast growth factor receptor (FGFR), mitogen-activated protein kinase kinase kinase kinase 4 (HGK) at 24 hours, and calcium channel voltage-dependent L type alpha 1F subunit (CACN), v-raf-leukemia viral oncogene 1 (Raf1), dual specificity phosphatase 1 (MKP), mitogen-activated protein kinase 8 interacting protein 3 (JIP3), heat shock protein 72 (HSP72), DNA-damage-inducible alpha (GAD D45), DNA-damage inducible transcript 3 (GAD D153) at 48-72 hours. Red bars indicate significant differences (P < 0.05) in upregulation at least 2-fold in comparison to controls. Data are mean ± SEM of 3 experiments.

## Discussion

In vitro systems offer several advantages over in vivo systems in the analysis of cellular responses to their mechanical environment, including the precise specification of loading parameters (strain levels and strain rate), control of the extracellular environment (temperature, ion concentration, partial pressure of gases), the relative ease and repeated access of the cells, and simplified administration of pharmacological compounds. By precisely controlling the loading conditions, the quantitative relationship between the severity of mechanical injury and response to the injury can be evaluated [24]. Previous mechanical stimulation studies of neuronal cells using immortalized cell lines reported that the physiological strain conditions of neuronal cells are not as high as osteoblasts or skeletal muscle cells [25]. Rat motoneurons stretched at 11% strain showed ischemic changes but no mechanical damage [26], whereas at a 6% strain level there were no ischemic changes or mechanical damage [27]. PC12 cells were subjected to cyclic tensile strain levels ranging from 4 to 16% at strain frequencies of 1-2 Hz as physiological mechanical conditions [25]. Based on these reports and considering primary cultured spinal cord cells [23], we selected the range of cyclic tensile stresses most appropriate to our culture system in the present study, and the cells were observed morphologically following application of various tensile strains levels (5%, 10%, and 15%) and strain frequencies (0.5 Hz and 1 Hz) using the Flexercell system. Interestingly, we found a significant decrease in the cell survival rate (%) when cultures were subjected to either a cyclic tensile stress of 5% at 1 Hz or 15% at 0.5 Hz, compared with a cyclic tensile stress at 10% at 0.5 Hz, which was taken as a control level. Our results suggest that both the level of strain applied and frequency of its application influence cell viability. Furthermore the results demonstrate that a higher strain level at a lower strain rate can have a similar effect as a lower strain level at a higher strain rate in neuron-rich spinal cord cells.

To understand the molecular mechanism of neuronal responses to cyclic tensile stress, DNA microarray was employed to identify the specific gene expression patterns in cultured spinal cord cells, and the hierachical clustering algorithm was used in the analysis. Consequently, we found that 44 genes related to "apoptosis" among cluster 3 included the majority of progressively upregulated genes by enrichment analysis using biological process in the GO system. Furthermore, 17 genes related to "response to stimulus" were also identified among those of cluster 1, including most upregulated genes in the late phase after application of cyclic tensile stress. On the other hand, the KEGG/pathway analysis identified different pathways in the upregulated genes in a time-dependent manner in the clusters 1, 2, and 3 which had been identified via the GO system.

A number of investigators have attempted to characterize or determine changes in specific genes and signaling pathways of direct mechanical stress or load using cells from diverse tissues and in vitro models of mechanical trauma. These systems are multifold and can be separated into detection, response, and modulation pathways [28]. A load stimulus is detected by a mechano-electrochemical sensory system, including mechanically sensitive ion channels (stretch-activated channels) linked to the cytoskeleton [29]. The principle detection system is the matrix-integrin-mechanosensory protein complex-cytoskeleton machinery [30,31]. This system is linked to the kinase cascade (tyrosine or nontyrosine kinase cascade or the JAK/STAT kinase cascade) system, which provides amplification, diversity, selectivity, and modulation capabilities and contains focal adhesion kinase (FAK) [32]. The Src homology protein complex (SHC) and growth factor receptor binding adaptor protein linking receptor (GRB2) link to the Ras-raf signaling pathway, and these are regulated through FAK. Ras and GTPase activation regulates the activation of Raf, MAPK and extracellular regulated kinase (ERK) [33,34]. Activated ERKs enter the nucleus and upregulate the expression of various transcription factors (jun, fos, myc, erg-1) and activate nuclear binding proteins such as NF-κB [35]. Specific regulation may occur at load response elements in promoters of certain genes such as platelet-derived growth factor (PDGF) [36]. The mechanically sensitive ion channel could also be a gap junction channel, which propagates a Ca^2+ ^wave from cell to cell after a mechanical signal is detected through a cell adhesion molecule (CAM).

It is clear that systems involved in evoking the response of neuronal cells to applied mechanical load are highly complex, which requires an expansive approach to their elucidation. Our results in primary neuronal-rich culture have analyzed gene expression profiles using the Affymatrix system and thereby have identified 3,412 genes with altered expression as a result of applied cyclic tensile stress, many of which are consistent with previous studies. These data will be useful for future examination of how the effects of mechanical insult on the spinal cord, in particular, are regulated. Signalling pathways that may be involved in this process can be modulated by molecules such as G proteins, kinase phosphorylation and activation, and kinase inhibitors or phosphatases [34]. Indeed, the MAPK kinase pathway was identified by KEGG analysis of the alterations in gene expression seen in the mechanically loaded spinal cord cells. MAPKs are a family of related serine/threonine protein kinases that transduce several signals responsible for cell proliferation or cellular stress, and are also intracellular signaling systems that induce optimal stress responses. In general, MAPK is activated by phosphorylation of tyrosine and threonine residues by MAPKK, which is activated through phosphorylation by MAPKKK. In KEGG analysis, the MAPK signaling pathway can be classified into three main groups [37]: the classical MAP pathway, the c-Jun N-terminal kinase or stress-activated protein kinase (JNK), the p38 MAPK signaling pathway, and the ERK pathway. In the present study, the mRNA expression levels of PDGFR and G12 significantly increased during the mid period of cyclic tensile stress application, while CACN, Raf1, MKP, JIP3, HSP72, GAD D45, and GAD D153 mRNA levels increased during the late phase of the cyclic tensile stress application. These genes, which were further identified by real time RT-PCR analysis, may play an important role in the response of spinal cord cells to neuronal injury. Previous *in vivo *studies of spinal cord injuries using microarray have also demonstrated the participation of similar genes in acute phage after injury [9,13]. Gene expression of trkA/B, FGFR, PDGFR, and Raf1 could facilitate neuronal survival, while gene expression of G12, HSP72, GAD D45, GAD D153 could be involved in DNA damage. Further studies that target specific gene expression pathways will help determine their precise role in neuronal responses to mechanical load.

Our study is perhaps the first to attempt investigating the expression of genes related to apoptotic cell death during the application of cyclic tensile stress to neuronal rich spinal cord cells; however, it has several limitations. These include (i) imperfect validity of microarray results, with a CV of 5-15% for quantitative signals [38]; (ii) the neuronal culture was not 100% pure (the rate of NeuN-positive cells was 71%), and embryonic cells were used, not adults cells; and (iii) the lack of immunohistological or in situ hybridization data to identify the exact types of cells in which alterations in gene expression occurred. Nevertheless, we believe that the present study might be the first to comprehensively profile changes in gene expression involved in neuronal responses to cyclic tensile stress in cultured spinal cord cells using DNA microarray. This is a considerable improvement in examining the specific response of neuronal cells to mechanical load. Considered together with our previous findings [23], we can conclude that certain apoptosis-specific genes are activated in neuronal cell rich cultures during the application of cyclic tensile stress. The clinical relevance of tensile stress may specifically include the tethering effect with the developmental ascensus medullaris [23], cervical myelopathy in association with kyphotic deformity [4], and complicated spinal cord distraction injury. However, it is perhaps intuitive to consider that abnormal tensile stresses are involved in many mechanical insults of the spinal cord. Thus, we believe that our study provides new insights into the pathophysiology of spinal cord damage in various disease entities. Furthermore, the current study may help understand the response of neuronal cells to cyclic tensile stress and therapeutic issues related to the mechanically damaged spinal cord.

## Conclusions

We have investigated the effects of cyclic tensile stresses on cultured spinal cord cells and demonstrate that cell death was induced depending on the level and duration of strain applied. Furthermore, we have performed a comprehensive analysis of alterations in gene expression profiles that occur following this mechanical stress, and identified in particular an upregulation of members of the MAPK pathway. Knowledge of the specific response of neuronal cells to mechanical insult could be a potentially useful tool for molecular-based therapy for spinal cord injury.

## Methods

### Cell isolation and culture

Primary cultures were established using the method described previously by our group [23]. In brief, the spinal cords of Sprague-Dawley rat embryos were dissected out at post-coital day 15 and stripped of the dorsal root ganglia and meninges. Dissected tissues were rinsed with cold Ca^2+^- and Mg^2+^-free Hanks balanced salt solution (HBSS) supplemented with 4 g/L glucose, and incubated at 37°C for 20 minutes with 0.03% (w/v) trypsin solution in HBSS under mild shaking. They were transferred into HBSS containing 0.1% (w/v) soyabean trypsin inhibitor (Sigma, St. Louis, MO) and 0.2% (w/v) bovine serum albumin (BSA), and triturated very mildly. The cell suspension was filtered through nylon mesh (70 μm, Cell Strainer; Becton Dickinson, Bedford, MA). The culture medium consisted of 75 mL Leibovitz's L-15 medium supplemented with glucose (4 g/L), 1.0 mL N2 supplement, 15 mL 0.15 M sodium bicarbonate, 10 mL heat-inactivated horse serum, 1 mL of 100 mM L-cysteine and 1 mL penicillin G 10^4 ^U/mL and neutralized with CO2. After centrifugation at 400 × g for 15 minutes at 4°C, the precipitated cells were gently re-suspended in a fresh culture medium and plated at a density of 4.0 × 10^5 ^cells/well onto a 6-well culture plate with a flexible-polystyrene bottom coated with type IV collagen (BioFlex^® ^Baseplate, Flexercell International).

The experiment was carried out in the Orthopaedic Spinal Cord Laboratory of our University Medical Faculty. The experimental protocol strictly followed the Ethics Review Committee Guidelines for Animal Experimentation of our University.

### Application of cyclic tensile stress to the cultured spinal cord cells

The cell stretching device used in this study was the Flexercell FX3000^® ^(Flexercell International). The device consists of a computer-controlled vacuum unit, a culture plate with a flexible-polystyrene well-bottom coated with type IV collagen (BioFlex^® ^Baseplate), and another culture plate with a non-deformable culture well bottom constructed of the same material as control. The culture plates consisted of 6-well (35 mm diameter) flexible-bottomed culture plate with a hydrophilic surface. The application of a vacuum provides a hemispherically downward deforming force onto the flexible bottom, resulting in a non-homogenous strain profile with a maximum at the periphery and a geometric decline toward zero at the center of the culture well bottom. For these experiments, the cultured spinal cord cells were subjected to various conditions. The flexible-bottomed culture plates including the control plates were then placed on the vacuum baseplate in the incubator (37°C in 5% CO2). Three days after cell seeding, the cells were subjected to cyclic tensile stress for up to 72 hours. Previously we have documented [23] that ~71% of cells isolated from the spinal cord using this methodology are positive for the neuronal marker NeuN (Chemicon International, Temecula, CA). Repeated examinations by phase contrast microscopy showed that the cells remained attached to the substratum during elongation of the flexible-polystyrene well plates as tensile stresses were applied. Panjabi and White [16] demonstrated that the elastic properties of the cervical spinal cord are dramatically altered when it is subjected to approximately 10% elongation. In our previous *in vivo *study [17], the amplitude of epidurally-recorded spinal cord evoked potentials began to diminish, especially the second component (N2 spike), when the longitudinal extension of the cord shortened by 10-17%. Thus, in the present study, we set the tensile stress levels at a maximum 15% elongation and set the strain rate to estimate an appropriate frequency of spine movement in everyday life. Therefore, the cells were observed morphologically following application of various tensile stresses resulting in strains of 5%, 10%, and 15% applied at frequencies of 0.5 Hz and 1 Hz. Analyses of cell survival, DNA microarrays and real-time RT-PCR were conducted at 0, 2, 6, 12, 24, 48 and 72 hours after the application of the cyclic tensile load. DNA microarray analysis and real time RT-PCR were performed to compare the levels of gene expression at time 0 with levels of gene expression thereafter after the cyclic tensile loading at o.5 Hz, resulting in 10% strain.

### Quantification of cell survival under cyclic tensile stress

Cell survival was investigated by scoring the number of living cells after tensile stress application using the Live/Dead Assay (Live/Dead Assay, Molecular Probes, Eugene, OR), according to the manufacturers' instruction. This assay if based on the differential staining of cells with calcein-acetoxymethyl ester (calcein AM: 3.00 μM) to identify living cells and ethidium homodimer-1 to identify dead cells [39,40]. Calcein-AM is a membrane-permeable dye that is cleaved by intracellular esterase to produce an impermeant green-wavelength fluorophore in living cells. Ethidium homodimer-1 cannot penetrate live cells, but it can enter dead cells which have a porous membrane and hence bind to DNA to produce red fluorescence. The culture medium was removed and the cells were then washed twice with PBS, and stained for 75 minutes at 32°C. The numbers of attached living cells (green) in at least 6 high-power fields (each containing at least 100 cells) were counted using fluoromicroscopy (IX70, Olympus, Tokyo) and a color image analyzer (MacSCOPE, Mitani, Fukui, Japan) in more than three wells for each time point. There was no evidence of spinal cord cell proliferation during the 3 day period prior to treatment with cyclic tensile stress, i.e. cell counts were almost uniform and at a density between 3.3 × 10^5 ^and 4.8 × 10^5 ^cells/well after dissemination on Bioflex^® ^Baseplate in the absence of mechanical stimuli. The cell survival rate (%) at each time point for cultures which were subjected to 10% strain at 0.5 Hz frequency was calculated relative to the cell number at 0-hour. These cultures (subjected to 10% tensile strain at 0.5 Hz frequency) were then set as a standard, to which the cell viability of other levels of strain and frequency were compared.

All values were expressed as mean ± standard error of the mean (SEM). Differences between values of the loaded and control cultures were tested at each point by one-way ANOVA and Tukey posthoc test using the SPSS software version 11.0 (SPSS, Chicago, IL). P values of less than 0.05 denoted the presence of a statistically significant difference.

### TEM examination

The presence of DNA fragmentation was examined via TEM examination. After application of tensile stresses, cultured spinal cord cells were washed twice with PBS and fixed with 2.5% glutaraldehyde and 2.5% paraformaldehyde, followed by late fixation in 1% osmium tetroxide for 2 hours. Fixed specimens were dehydrated in a graded series of alcohol, embedded in epoxy resin and polymerized at 60°C for 2 days. Ultrathin sections were cut by ultramicrotome, stained with uranyl acetate and lead citrate, and examined with a Hitachi H-7650 TEM (Hitachi, Tokyo).

### RNA preparation and DNA microarray hybridization

The cultured cells on each well at 0, 2, 6, 12, 24, 48 and 72 hours were disrupted in a lysis buffer containing β-mercaptoethanol and the total RNA from five animals was pooled at each time point, and further purified using RNeasy^® ^Mini Kit (Qiagen, Valencia, CA) and treated with DNase I (TaKaRa Bio, Ohtsu, Japan). The quality of RNA was initially assessed by electrophoresis on a 1.5% agarose gel, and further determined by using the RNA 6000 Nano LabChip Kit^® ^and Agilent Bioanalyzer 2100 (Agilent, Palo Alto, CA). cDNAs were synthesized by GeneChip T7-Oligo (dT) Promoter Primer Kit^® ^(Affymetrix, Santa Clara, CA) and TaKaRa cDNA Synthesis Kit^® ^(TaKarRa Bio) from 3 μg total RNA. Biotinylated cRNA were synthesized using the IVT Labeling Kit (Affymetrix). Following fragmentation, 20 μg of cRNA were hybridized for 16 hours at 45°C on the GeneChip^® ^Rat Genome 230 2.0 Array. GeneChips were washed and stained in the Affymetrix Fluidics Station 450, and scanned using GeneChip Scanner 3000 7G.

### Data analysis of GeneChip^® ^expression array

Microarray data was initially processed using GeneChip Operating Software (GCOS, Affymetrix). Signal intensity was calculated by Microarray Suite version 5.0 (MAS5.0) with Affymetrix default setting and global scaling as the normalization method. The trimmed mean target intensity of each array was arbitrarily set to 500. The ratio and difference of intensity between two corresponding genes on each array was calculated. Significance of the difference in levels of gene expression was set at a ratio and difference of intensity of ≧2 and ≧200, respectively. Spots that could not be interpreted were excluded, resulting in a list of 3,412 genes available for subsequent analysis. After filtering, the hierarchical clustering was applied to the axis using the complete linkage method, as implemented in the program Spotfire 8.1.1. The distance matrices used were uncentered, with correlation calculated on the basis of expression signals for clustered genes.

### GO and KEGG analysis

We used the GO system and KEGG system for categorizing identified genes, and identified specific genes and pathways in each category by enrichment analysis. The Gene Ontology Consortium (http://www.geneontology.org/doc/GO.doc.html) maintains a controlled vocabulary database of functional descriptions for genes. These are divided into three families: biological process, cellular component, and molecular function. We searched for GO terms associated with Gene ID for GeneChip^® ^Rat Genome 230 2.0 Array and were able to associate 3,540 of them with GO terms (GO numbers). In our study, we used the total list of GO terms within the biological process categories. The number of times a GO term (or group of terms) appeared at each sub-level of the GO tree was counted, and hierarchical sums were calculated (of the number of occurrences at or below each sub-branch). The KEGG system (http://www.genome.jp/kegg/) provides a reference knowledge base for linking genomes to life through the process of pathway mapping. We calculated a probability to determine whether any GO terms or pathways annotate a specified list of genes at a frequency greater than that would be expected by chance. The probability was determined using the following hypergeometric distribution formula:

where N is the total number of genes, M is the number of genes that annotated for a given term or pathway, n is the size of the list of genes of interest and k is the number of genes within the list that annotated for a given term or pathway.

Microarray including GeneChip^® ^loads some different prove sequences in order to identify one gene. Strictly speaking, microarray data based on signal intensity represents the loading common probe set domain designed by Affymetrix. Therefore, it is possible that the number of gene symbols is different from that of the identified gene by the probe set.

### Real-time RT-PCR analysis

Reverse transcription was performed using 500 ng of total RNA, AMV reverse transcriptase XL (TaKaRa Bio) and random primer. Real-time PCR was performed on the PRISM 7000 (ABI) system using 1 μl of the synthesized cDNA and SYBR Green PCR master mix (Applied Biosystems, Foster, CA). Table 4 lists the primer sequences used in the present study. The target genes were amplified and analyzed in triplicate using ABI Prism 7000 SDS Software (Applied Biosystems). The expression levels of target genes were normalized to that of glyceraldehyde-3-phosphate dehydrogenase (GAPDH) at each time interval, and the relative expression levels of target genes were calculated relative to that at 0 hour.

**Table 4:** Sequences of primers used for real-time PCR

Target Protein	Forward Primer	Reverse Primer	PCR Product Size (bp)	**Sequence Accession No**.
CACN	5'-TCACCATTGCCTCCGAACACTA-3'	5'-CAGGAGCATTTCTGCCGTGA-3'	104	NM012517
TrkA/B	5'-GCCACACAATGTTGCCCATC-3'	5'-AAGGACTCTGCCCTGGGTGA-3'	185	NM012731
FGFR	5'-TTGCCGAATGAAGACCACGA-3'	5'-GGAGTTCATGGACGAGCTGGA-3'	130	NM001109892
PDGFR	5'-GAATGACCACGGCGATGAGA-3'	5'-GGATAAGCCTCAAACACCACCTG-3'	141	NM031525
G12	5'-CAAGATGCTGGTGGCTGTCAA-3'	5'-AGCAGCTCTGCCTCACGATG-3'	81	NM021589
Raf1	5'- AACAGTGAAGTCGCGCTGGA-3'	5'- CAGCACAATGCCATAGGAGTAGACA-3'	145	NM012639
MKP	5'-ACAACCACAAGGCAGACATTAGCTC-3'	5'- CAGATGGTGGCTGACCTGGA-3'	127	NM053769
JIP3	5'-AGCCTGCCTGCCAAGTACAAG-3'	5'-TCAGGTTGACACCAGCAGCAC-3'	148	NM001100673
HGK	5'-TTCACCATGTCATTCACCGAGA-3'	5'-CCAGCTGAGCGCTTACACCA-3'	99	NM001106904
HSP72	5'-GCTTTCACCTCAAGCCTTTGGA-3'	5'-CGGGCCTCATGCACACATAG-3'	117	NM212504
GAD D45	5'-AGGCAGCCAAGCTGCTCAA-3'	5'-ACGTCCCGGTCGTCATCTTC-3'	82	NM024127
GAD D153	5'-TGGAAGCCTGGTATGAGGATCTG-3'	5'-GAGGTGCTTGTGACCTCTGCTG-3'	175	NM024134
GAPDH	5'-GGCACAGTCAAGGCTGAGAATG-3'	5'-ATGGTGGTGAAGACGCCAGTA-3'	143	NM017008

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

KU and HB designed the study and drafted the manuscript. KU carried out all the experiments and performed the statistical analysis. HN and TH participated in the microarray analysis. TY, KC and SK participated in the experiments of cell morphology and viability. WEJ conceived the study, participated in its design and coordination and SR helped to draft the manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

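Primary cultures of the fetal rat spinal cord were exposed to a cyclic tensile strain of 10% at 0.5 Hz for up to 72 hours, and the RNA from 5 animals was combined for 1 array at 0 hours and at each of 6 later times. The authors hybridised 7 Affymetrix GeneChip Rat Genome arrays, processed them in GCOS and deposited a signal intensity per probe set, calculated by MAS5.0 with global scaling to a common trimmed mean. The deposited values are linear, from 0.0481 to 32429 over the arrays. Their trimmed mean, with 2% left out at each end, was 500.144 to 500.162, so the scaling is already in the values. Background subtraction and scaling by the authors leave signals near the floor unreliable, and between 42.5% and 44.3% of the probe sets of each array had a signal below 100.
From these values ratios to the 0 hour array were computed for 31042 probe sets, with the 57 controls left out. The threshold, from the paper's methods, was a ratio of at least 2 or at most its inverse together with a difference of at least 200. The authors also left out spots that they could not interpret, a step whose rule the paper's text does not name and which was not repeated. With 1 array per time point there is no test for a single time point, and no p-value is given for one. A linear change with hours was tested with limma (version 3.58.1, R 4.3.3, lmFit and eBayes with an intensity trend) on log2(signal + 32) in 17709 probe sets with a mean signal of at least 100, with 5 residual degrees of freedom and Benjamini-Hochberg adjustment to 0.05. The spread is that around the line over time, not between replicate cultures. The test was run on simulated data with the real residual spread, where it recovered 93% of 100 changes of 2 and 56% of 100 changes of 1 on the log2 scale over 72 hours, with 3 false calls among 152. The count of probe sets rising or falling at every step was enumerated exactly over all orders of the 7 arrays. Clustering, list percentiles, bootstrap intervals over list members (2000 resamples, 95%) and all other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6. Random lists were drawn from 20 bins of mean signal. In 200 random lists of unchanged values, 1.5% lay at or beyond percentile 1 or 99.
Probe sets were named through the platform annotation of 2016, with 20826 of 1 symbol, 436 of several and 9780 not named. No symbol changed when matched through gene identifiers to the rat assembly GRCr8, which was used for names only. A gene in a list was represented by its named probe set of highest mean signal. Probe sets of the same gene moved the same way in 93.9% of 810 pairs in which the first passed the threshold at 72 hours. The exact 95% interval was 92.1% to 95.5%, but several pairs can come from 1 gene, so it may be too narrow. In 46.7% of these pairs both probe sets passed the threshold. Gapdh was read from its control probe sets.
The 30 gene lists were fixed before the data were examined: neurons, astrocytes, oligodendrocyte lineage, microglia and macrophages, fibroblasts and meningeal cells, endothelium, Schwann and neural crest, neural progenitors, cell cycle, apoptosis core, p53 targets, endoplasmic reticulum stress and integrated stress response, heat shock response, oxidative stress response (NRF2), inflammation and NF-kB, immediate early genes, MAPK feedback, extracellular matrix and remodelling, integrins and focal adhesion, neurotrophic factors and receptors, axon injury and regeneration, ion channels and transporters of neurons, glutamate and glutamine metabolism, cholesterol synthesis, glycolysis and hypoxia, oxidative phosphorylation, ribosomal proteins, reference genes, the paper's MAPK genes and MAPK cascade kinases. Genes named in the text were those of the paper's Tables 1 and 2 and MAPK pathway, whose table values had been seen, the 12 highest and 12 lowest ratios at 72 hours among genes past the threshold at 48 and 72 hours, the 6 highest and 6 lowest at 6 hours among those past it at 6 and 12 hours, up to 4 genes per list past the threshold at 72 hours, neurotrophic genes and Casp9, Rbfox3 and Gapdh. The alternatives were other thresholds, quantile normalization, scaling to the same median, a baseline of the mean of 0 and 2 hours, other pseudocounts, filters and forms of time, each array left out in turn, and other linkage and distance. No replicate or paired analysis could be made. The values of Tables 1 and 2 had been seen when the gene lists were fixed, and several lists hold genes of those tables. GO and KEGG enrichment, cell survival and electron microscopy were not analysed here, and of the RT-PCR results only the bars of Figure 4 were used.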

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

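The tests of a lower share of neurons, of the 0 hour array, of RNA quality at 12 hours, of the cell cycle genes at 24 hours and of skeletal muscle genes were chosen after the results were seen. In genes the paper does not discuss as groups, 11 lists lay at or beyond percentile 1 or 99 of random lists at 72 hours. Their median log2 changes were -1.15 for neurons, -0.92 for ion channels and transporters of neurons, -1.96 for the cell cycle, -0.59 for microglia and macrophages, -0.37 for fibroblasts and meningeal cells, -0.28 for oxidative phosphorylation, 0.64 for the oxidative stress response (NRF2), 0.61 for both the heat shock response and inflammation and NF-kB, and 0.49 for both immediate early genes and MAPK feedback. With the 48 hour array in place of 72 hours, the median was 0.07 for MAPK feedback, 0.38 for the heat shock response, -0.026 for microglia and macrophages and -0.17 for oxidative phosphorylation. No array of an unloaded culture at these times was analysed here to set them against. The lists of inflammation, oxidative stress, heat shock, immediate early genes and MAPK feedback hold genes of the paper's Tables 1 and 2. Their medians are not fully independent of the paper's choice of those genes on these arrays.
The neuronal list was at -0.64 after 2 hours. A lower share of neurons, with all other cell types kept and their markers not regulated, would raise the markers of those types alike. At 6 hours the microglial median was 0.39 (bootstrap interval 0.28 to 0.45). The astrocyte and fibroblast medians were then -0.45 (-0.61 to -0.07) and -0.28 (-0.48 to -0.09). At 72 hours the upper bound of the astrocyte median was 0.25, although the endothelial median was 0.50. These values argue against that narrow case only. The paper reports falling cell survival under this strain. Loss of neurons together with other cells, or regulation of the markers, was not tested and stays open for the neuronal list. A deviating 0 hour array does not account for the whole, since the list fell further from 2 to 12 hours, with an upper bound of -0.37, though the first step rests on that array alone and stays open, as for the skeletal muscle genes, at -1.44 at 2 hours and -1.35 at 12 hours. At 12 hours the 3' to 5' ratio of the control genes was at most 1.07 times that at 0 hours, which argues against RNA degradation for the change up to then. At 72 hours it was 1.44 times for beta-actin and 1.07 times for Gapdh. The beta-actin value lay below the bound of 1.5 set in advance, by less than the spread of the early arrays (0.097). The control genes thus differ, and degradation and time cannot be told apart for the later arrays.
A separate batch of the 48 and 72 hour arrays does not account for all of the cell cycle decline. The median of this list was already lower at 24 hours, with an upper bound of -0.76. A share of such a batch in the medians of -1.50 at 48 hours and -1.96 at 72 hours stays open. Arrest or loss of dividing cells under stress, and ageing of the culture without stress, both stay open and were not tested.
With hours, 5143 probe sets passed the trend test. Among 100 orders of the arrays, the real one included, 1 gave as many, and the highest of the others gave 4063. Among the orders tried, this argues against a chance order as the source of the count. The order with 4063 exchanged only the 0, 2, 6 and 12 hour arrays and kept those of 24, 48 and 72 hours in place. The count therefore rests largely on late against early arrays and does not show that signals followed time among the early ones. Pearson's r between the slope over the first 12 hours and the later change was 0.30 across 17709 probe sets. A separate batch of the 48 and 72 hour arrays, added to an earlier drift, could also give such a relation. The value thus cannot decide whether a batch contributed to the later change. Probe sets are not independent replicates, and no biological explanation was tested, because stress and time in culture run together.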

How the results depend on the processing

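Each time point has 1 array, so there is no replicate to leave out and no paired analysis was possible because no time point was repeated. The balance of higher and lower probe sets turned at 6 and 48 hours with median scaling, to 831 higher and 699 lower at 48 hours. At 72 hours it was nearly even with this scaling, with 919 higher and 936 lower. Of the lists at or beyond percentile 1 or 99 at 72 hours, none changed the sign of its median under the alternatives run. The medians of astrocytes, endoplasmic reticulum stress, neurotrophic factors, glutamate metabolism, reference genes and MAPK cascade kinases, all within 0.1 of 0, did under 1 or more of them, as did the 72 hour values of 4 named probe sets of Bdnf, Ngfr, Cacna1f and Fgfr2 that had passed no threshold at 72 hours. Of 210 list medians under alternatives 206 stayed within the bootstrap interval, and of 522 values of named genes 490 moved by less than the spread of 2 hour changes, 0.31 on the log2 scale. All other 32 values used the mean of 0 and 2 hours as baseline. They included those of Glra2, Nrxn3, Slc17a6, Dcx, Srxn1 and Ptger2. Quantile normalization and median scaling, which rescale whole arrays, moved no named gene by as much as this spread. The total of 490 therefore overstates how little the named genes depend on the baseline. With a difference of at least 100, the higher and lower probe sets were 31 and 317 at 2 hours, 181 and 694 at 6 hours, 203 and 893 at 12 hours, 268 and 720 at 24 hours, 1001 and 1496 at 48 hours, 1266 and 1659 at 72 hours, and 3997 at any time. A ratio of at least 3 gave 1005 and 2 or more time points gave 1475. With the mean of 0 and 2 hours as baseline, 41 were higher and 85 lower at 6 hours, 75 and 252 at 12 hours, and 128 lower at 24 hours. With median scaling, 33 were higher and 81 lower at 2 hours, 216 and 196 at 6 hours, and 219 higher at 12 hours, and quantile normalization gave 21 higher at 2 hours. The share of higher probe sets moved from 7.59% to 28.9% at 2 hours, 22.3% to 52.4% at 6 hours, 19.6% to 35.8% at 12 hours, 27.5% to 42.5% at 24 hours and 39.4% to 54.3% at 48 hours with median scaling, and from 22.3% to 33.4% at 6 hours with quantile normalization. Median scaling moved the median of all probe sets at 2 hours to 0.13, and the probe sets falling at every step of the time order from 159 to 90. Leaving out each array in turn gave 1316 to 2766 rising and 1276 to 2574 falling probe sets, lowest without the 72 hour array and highest without the 0 hour array. With the 48 hour array in place of 72 hours, the medians were -0.026 for microglia, -1.50 for the cell cycle and -0.17 for oxidative phosphorylation (-0.21 with median scaling), and 96.9% of the pairs of probe sets moved the same way. The cause was not tested for any of these. Signals below 100 limit the ratios of low genes.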

Differences from the paper's values

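The paper states 3,412 altered genes, and the threshold of its methods gave 2463 probe sets against the 0 hour array, within 1.5 times. Comparing any 2 of the 7 arrays, highest against lowest, a setting chosen after seeing the values, gave 3418, and drops none of the 2463 and none of the 44 and 17 probe sets of Tables 1 and 2.
The paper places the genes of its Table 1 in a cluster of 1,240, whereas the cluster with most of these rows here, 24 of 44, held 547. Of the alternatives set before the data were examined, average linkage (985) came within 1.5 times, and the centred correlation (593), the log2 scale (593) and quantile normalization (578) did not. Comparing any 2 arrays, chosen after seeing the values, gave 1253, with 38 of the 44 rows. For Table 2 the paper gives a cluster of 67, and the cluster with most rows here, 12 of 17, held 101. None of those alternatives came within 1.5 times, with 985, 593, 353 and 128 probe sets in the same order, nor did comparing any 2 arrays, with 283.
The paper describes the genes of Table 1 as expressed in the early phase. Here 13 of the 44 probe sets had a ratio of 2 or more by 12 hours, and 29 had one at 48 or 72 hours and at no earlier time. Those of Table 2, described as late, had their highest ratio at 72 hours in all 17.
The paper counts the 12 MAPK genes among the upregulated ones on its arrays. By the threshold against 0 hours 7 of them passed at some time point, and Cacna1f, Ntrk2, Fgfr2, Mapk8ip3 and Ddit3 did not. Comparing any 2 arrays, chosen after seeing the values, 10 passed, and it drops Cacna1f and Mapk8ip3. For Fgfr2 and 1 probe set of Ntrk2 the lowest signal was that at 6 hours, 0.621 and 0.558 of that at 0 hours, for another probe set of Ntrk2 it was that at 12 hours, with 0.199, and for Ddit3 that at 2 hours, with 0.621. This other probe set of Ntrk2 had its highest signal, 279, at 0 hours and 60 at 72 hours, so it passed by a lower and not a higher signal.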

Other observations

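The test of skeletal muscle genes was chosen after the results were seen. Lists not described above were mixed. Of 13 measured neurotrophic factors and receptors 2 rose and 4 fell (2 and 4 adjusted over the list alone), with a median log2 change of -0.03 at 72 hours. Without the 72 hour array 1 rose and 1 fell, and without the 0, 2, 6 or 24 hour array 1 rose. Vegfa rose to 2.23 times its 0 hour signal in its brightest probe set, and the receptor Ret and the growth factor Igf2 fell to 0.172 and 0.350. Bdnf rose to 2.29 times in a probe set with a signal of 144 at 0 hours, and another was at 0.964. Ngfr was at 1.13 times, and Gdnf had signals of 11.7 and 38.0 at 0 and 72 hours, too low to read. Of 19 genes of axon injury and regeneration 2 rose and 5 fell (2 and 7 adjusted over the list alone), with a median of -0.32 and Tubb2b at 0.377. Without the 48 hour array 2 fell, without the 72 hour array none rose and 3 fell, and without the 2 hour array 1 rose and 3 fell. Of 5 measured endothelial genes 2 rose and none fell (3 and 1 adjusted over the list alone), with a median of 0.50 and Eng at 3.39 times, while 1 fell without the 0 or the 2 hour array and 1 rose without the 48 hour array. Of 4 genes of Schwann cells and neural crest 2 fell (2 adjusted over the list alone), with a median of -0.64 and Pmp22 at 0.325, and 1 fell without the 72 hour array. Of 7 genes of neural progenitors 1 rose and 1 fell (2 and 2 adjusted over the list alone), with a median of -0.62. Without the 0 or the 12 hour array 2 rose, without the 2, 48 or 72 hour array none rose, and without the 24 hour array none rose and 2 fell.
Genes of skeletal muscle, chosen as a group because Mybph and Srl were among the lowest genes, had a median log2 change of -1.44 at 2 hours, -0.98 at 6 hours, -1.35 at 12 hours, -1.56 at 24 hours, -0.98 at 48 hours and -2.17 at 72 hours over 18 measured genes. Of these, 15 were below the threshold at 72 hours and 5 fell by the trend test. Mybph and Srl, which prompted the list, are in both counts, so the 72 hour values are not independent of that choice. Acta1 had a signal of 4152 at 0 hours, 1815 at 2 hours and 757 at 72 hours, and Myog 2541, 1023 and 430.1.
The lengths of the bars of Figure 4 were measured on the picture and rounded to 2 digits before the arrays were examined, but with the ratios of Tables 1 and 2 already seen, and were set beside the array ratios of the same genes. Of 72 bars, 46 lay within 5% of the array ratio of the closest probe set of that gene. In 5 of the 12 panels all 6 bars did, and that probe set was the closest of all 31042. For Cacna1f, Fgfr2 and Mapk8ip3 at most 1 bar lay within 5%.
On the time order, 135 probe sets rose and 159 fell at every step from 0 to 72 hours, where an order of the 7 arrays gives 3.51 on average. The real order and its reverse gave the highest count, 294, of all orders (exact p = 0.000397, the smallest they can give), and the next highest was 197. With median scaling, 141 probe sets rose and 90 fell at every step.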
